A study of Mus musculus with 4 samples.

How the data were processed

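Chromatin accessibility was measured by ATAC-seq in quiescent satellite cells, the muscle stem cells, sorted by flow cytometry from mdx mice and from wild type mice. Between 10000 and 20000 sorted cells were treated with Tn5 transposase at 37 °C for 30 min, per the labels' protocols. The design text names 3 mice per condition, and 2 libraries per condition, 4 in all, were analysed here. The titles number the libraries 1 and 2 in each group. Nothing in the labels says that the libraries came from separate animals, so p-values measure the spread between these libraries, which may be technical.

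Per the submitters' processing notes, the tools were Trimmomatic 0.33, STAR 2.5.3a, Picard 2.9.0, MACS2 2.1.0, DESeq2 and DESeq, and the genome build was mm10. The role of each tool, the handling of duplicate reads and of the Tn5 offset, and whether regions were called per library or on pooled reads are not given in the sources used here. The authors deposited a table of 35019 regions that do not overlap one another, with a median width of 342 bp, and a value for each library. Coordinates are printed as the file gives them, and whether starts count from 0 or from 1 is not stated. Of these regions, 14852 carry a gene and 11829 a gene name in the deposited annotation, and 98.9% of the linked regions lie within 5 kb of the gene's start. The deposited fraction of each region inside the gene body was not used here.

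The deposited values are treated as a score, because they are reads per region that the authors multiplied by 1 factor per library and rounded to whole numbers. This was read from the values. In mdx replicate 1, mdx replicate 2 and wild type replicate 1, the whole numbers up to 400 that never occur are those that factors of 1.382, 1.162 and 1.222 skip, 111, 56 and 73 of them, and 0 values fall on a predicted skip. In wild type replicate 2, with a factor of 0.492, values that should hold an extra read occur 1.57 times as often as their neighbours. The median-of-ratios factors of the 4 deposited columns differ by at most 0.128%. Dividing by the factors gave 3208487 and 3607633 reads in mdx replicates 1 and 2, and 3693101 and 8165206 in wild type replicates 1 and 2. These are reads in the listed regions, not library totals. They are exact for the first 3 of these libraries, and a value of wild type replicate 2 fixes its reads to about 1 read.

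The plan made before the data were examined was a count test. The values were at first taken for counts, and the scaling was found while they were being explored. The fallback written in the same plan was therefore used: limma 3.58.1 in R 4.3.3, with an intensity trend in the prior variance, on log2(value + 1), group as the only term. Regions with a value of at least 10 in at least 2 libraries were tested, which kept 33161. The adjusted p is Benjamini-Hochberg over these, with a threshold of 0.05. Fold changes are mdx minus wild type on the log2(value + 1) scale, which understates the change of low regions. On simulated tables of 35019 regions with the real means and factors and a dispersion of 0.0336, this test called 6.8% of regions changed 2-fold, 87.2% of those changed 4-fold and 100% of those changed 8-fold. It called 0% of those changed 1.5-fold, and 0 of 163445 unchanged regions. Each simulated table held 200 changed regions, against 1387 that passed in the real one, so these shares do not give the power of the real test.

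A promoter region overlaps the 1 kb on either side of the linked gene's start, and other regions are called distal. Fisher's exact test, two-sided, compared promoter shares and chromosomes (SciPy 1.17.1). Regions are the units of these tests, not animals. The 16 gene lists were tested with camera at a preset correlation of 0.01 against the 10139 tested promoter regions with a gene name, with camera at an estimated correlation and fry beside it. RefSeq gene positions (GRCm38.p6) gave the gene around or nearest to regions with no deposited gene, and 99.9% of 10211 matched symbols overlapped the deposited position.

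Named genes follow a rule fixed beforehand. It takes 21 genes by name, whatever their values, each by its promoter region or else its nearest linked region. It also takes the 10 highest and 10 lowest fold changes among changed regions with a gene name, above the median level and with the groups not overlapping. From each list that passed it takes the 4 members with the smallest p in the list's direction, and from each other list up to 2 members that passed. Ripk3, Mlkl and Myog have 0 linked regions in the table. The result of 1 gene that the rule takes is not reported here.

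Alternatives fixed before the data were examined covered scaling by totals, removal of a trend with level by cyclic loess, the filter, the pseudocount, the threshold, autosomes only, the promoter window, list membership, the replicate block and leaving out each library. The deposited scaling is itself of the median-of-ratios kind, so that choice is the fit reported. Added after seeing the data were trimmed mean of M-values factors, equal promoter or distal medians, voom on the recovered reads, crossed pairing and the removal of mitochondrial regions. Motif and GC analyses need a genome sequence, which was not used here, and 0 columns of other samples were in the table.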

Results

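Accessible chromatin was compared between quiescent satellite cells of mdx mice, which lack functional dystrophin and model Duchenne muscular dystrophy, and of wild type mice. The question in the series title is how epigenetic suppression of necroptosis, a regulated form of necrotic cell death, operates in muscle stem cells of dystrophic muscle. There were 2 libraries per group. Values below are scaled reads per region, given as mean ± SD with n = 2 libraries per group, and coordinates are mm10. The reads recovered in the listed regions were 3208487 and 3607633 in the mdx libraries and 3693101 and 8165206 in the wild type libraries, so wild type replicate 2 has the smallest counting error. Mitochondrial regions held 17.74% and 13.72% of these reads in mdx and 14.05% and 9.31% in wild type. Promoter regions held 52.75% and 57.21% of the nuclear reads in mdx and 64.15% and 61.09% in wild type.

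Libraries of the same group resembled each other more than those of different groups. Over the tested regions, the Pearson correlation of log2 CPM was 0.931 between the mdx libraries and 0.949 between the wild type libraries, and 0.83 to 0.92 for pairs across the groups. Spearman values were 0.929 and 0.94 within groups and 0.82 to 0.914 across. These correlations run across regions, which are not independent replicates. The first principal component of log2 values held 66.8% of the variance. It placed both mdx libraries at positive scores (95.23 and 47.55) and both wild type libraries at negative ones (-104.11 and -38.68). The scores fell as the promoter share of nuclear reads rose, also within groups. That share was 52.75% and 57.21% in mdx replicates 1 and 2, and 64.15% and 61.09% in wild type replicates 1 and 2. This component therefore cannot tell genotype from a gradient in that share.

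The comparison of mdx with wild type satellite cells found gains of accessibility mainly at distal regions and losses mainly at promoters. The promoter region of Dpysl3, a cytosolic phosphoprotein of the growth cone, was 6.62-fold higher in mdx, and that of Mme, the membrane metalloendopeptidase neprilysin, was 2.96-fold higher. The promoter of Prkch, a protein kinase C isoform, was 5.16-fold lower, and that of Slc4a4, a sodium bicarbonate cotransporter, 3.48-fold lower. Of 33161 tested regions, 1095 rose and 292 fell in mdx at an adjusted p under 0.05 (limma), 4.18% of those tested. The median log2 fold change was 1.89 in regions that rose and -1.12 in those that fell. The balance depended on the scaling: 78.9% of changed regions were higher, against 92.0% (1821 higher, 159 lower) with promoter medians set equal and 26.1% (1222 higher, 3465 lower) with distal medians set equal. These centrings moved the median of all regions from -0.01 to 0.19 and to -0.35. With all 4 libraries, 7626 regions had an unadjusted p under 0.05 (limma). Leaving out any 1 of the 4 libraries leaves 1 library in a group, so calls from such a fit decide nothing and are not given. All 1387 changed regions kept their sign in each of these fits. The groups did not overlap in any of the 1387, so no other outcome was possible.

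**Figure D1:**
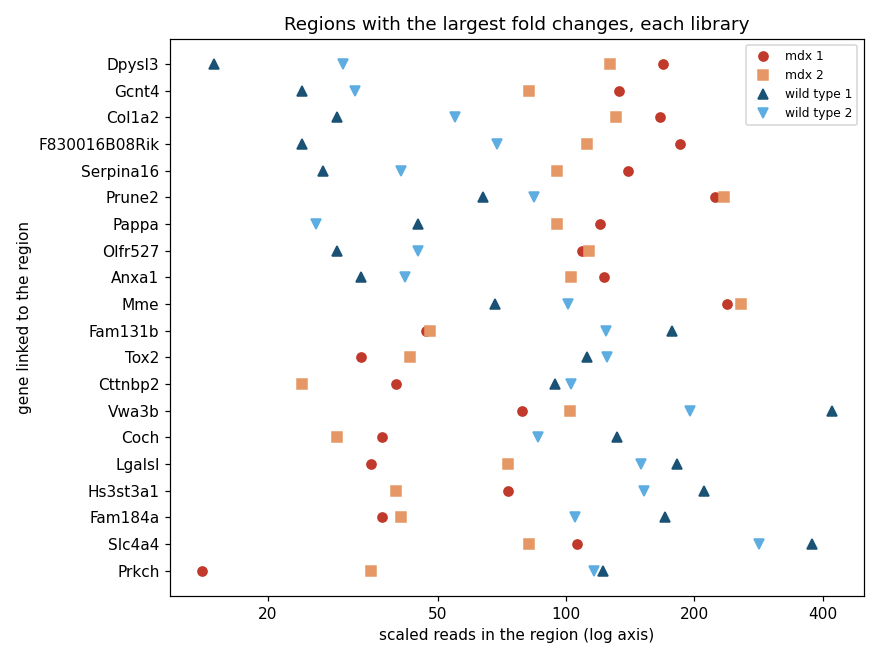
Scaled reads (horizontal log axis) in the 20 regions of the rule for size, labelled by linked gene, with 1 point per library. In each of the 20 regions both mdx libraries lie on the same side of both wild type libraries, which the rule required.

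The rule for size took changed regions with a deposited gene name, above the median level and with the groups not overlapping. Its largest gains, after Dpysl3, included a region inside Gcnt4 (3.67-fold), a glycosyltransferase gene. They also included a region inside Col1a2 (3.62-fold), which encodes a chain of type I collagen. Some regions with no deposited gene, including regions inside genes by RefSeq position, rose more and are given under Other observations. The Dpysl3 region lies on chromosome 18 from 43438145 to 43438459, 16 bp from the gene's start by its centre. It held 148.0 ± 29.7 scaled reads in mdx and 22.5 ± 10.6 in wild type, a log2 fold change of 2.73 with SE 0.38 (limma, adjusted p = 0.00571). The Col1a2 region, on chromosome 6 from 4507419 to 4507647, held 148.5 ± 24.7 in mdx and 42.0 ± 18.4 in wild type, a log2 fold change of 1.86 with SE 0.34 (limma, adjusted p = 0.0157). The other higher regions of this rule were linked to F830016B08Rik (3.47-fold), Serpina16 (3.39-fold), Prune2 (3.09-fold), Pappa, a metalloproteinase that cleaves insulin-like growth factor binding proteins (3.06-fold), Olfr527 (3.01-fold) and Anxa1, annexin A1 (2.97-fold). The F830016B08Rik region did not pass with no filter (adjusted p = 0.0677) or with a pseudocount of 0.1 (0.0547), and its log2 fold change of 1.79 was 1.05 without wild type replicate 1 and 2.54 without wild type replicate 2. The Mme promoter, on chromosome 3 from 63295445 to 63296192, held 247.5 ± 13.4 in mdx and 84.5 ± 23.3 in wild type (limma, adjusted p = 0.0102).

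The 10 largest losses of this rule were read at regions with a gene name, and 98.9% of linked regions lie within 5 kb of a gene's start. The Prkch promoter, on chromosome 12 from 73584315 to 73584910, held 24.5 ± 14.8 in mdx and 119.0 ± 4.2 in wild type, a log2 fold change of -2.37 with SE 0.41 (limma, adjusted p = 0.0125). That value was -1.74 without mdx replicate 1 and -3.0 without mdx replicate 2. The Slc4a4 promoter, on chromosome 5 from 88886472 to 88887285, held 94.0 ± 17.0 in mdx and 330.5 ± 65.8 in wild type, a log2 fold change of -1.80 with SE 0.24 (limma, adjusted p = 0.00487). The promoters of Fam184a (3.38-fold lower), Hs3st3a1, a heparan sulfate sulfotransferase (3.27-fold), Lgalsl (3.22-fold), Coch (3.19-fold), Cttnbp2 (3.10-fold), Tox2 (3.09-fold) and Fam131b (3.08-fold) also fell. A region inside Vwa3b was 3.16-fold lower.

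Promoters and distal regions moved apart. Of 11292 tested promoter regions, 78 rose and 195 fell. Of 21869 distal regions, 1017 rose and 97 fell. Promoter regions made up 7.1% of the regions that rose and 66.8% of those that fell, against 34.7% of regions that did not change. The odds ratios were 0.144 (Fisher's exact test, two-sided, p = 4.91e-101) and 3.787 (p = 1.45e-28), with regions as the units and not animals. Counting only changes with an absolute log2 fold change over 1, the odds ratio for regions that fell was 1.89 (Fisher's exact test, two-sided, p = 4.6e-05). The median log2 fold change was -0.25 at promoters, 0.21 at distal regions inside genes and 0.17 between genes. It was below 0 at 74.6% of promoters and at 38.3% of distal regions. With distal medians set equal the median became -0.14 at distal regions and -0.58 at promoters. Scaling whole libraries moves both classes about alike, so it cannot test the difference between them.

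**Figure D2:**
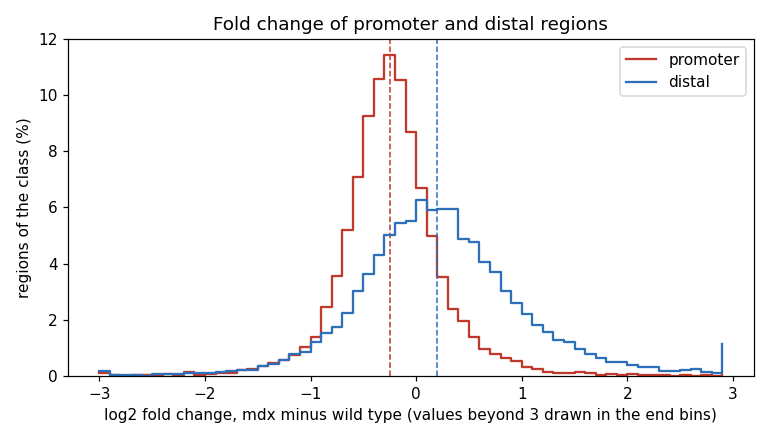
Share of regions (vertical axis, percent of the class) by log2 fold change, mdx minus wild type (horizontal axis), for 11292 promoter and 21869 distal regions, with dashed lines at the medians. The promoter median is -0.25 and the distal median 0.19.

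Counted by gene, 78 of 10891 genes with a tested promoter region had a higher promoter and 195 a lower one, with 0 genes in both. Of these, 45 and 181 have a gene name. Fits without 1 of the 4 libraries leave 1 library in a group and were not used to count genes.

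No promoter of the necroptosis machinery, the pathway in the series title, passed the test in the reported fit. Of the 29 genes on the list, 20 had a tested promoter, in 21 regions, and 0 rose and 0 fell, over all regions or adjusted over the list alone. Their median log2 fold change was -0.25, against -0.26 for all 10139 named promoter regions (camera, adjusted p = 0.69), the median lying above that background while the test pointed down. The promoter of Ripk1, the kinase upstream of Ripk3 and Mlkl, held 182.5 ± 9.2 in mdx and 277.0 ± 11.3 in wild type, a log2 fold change of -0.60 with SE 0.20, and did not pass (limma, adjusted p = 0.104). It passed as lower with distal medians set equal (-0.94, adjusted p = 0.0154) and with crossed pairing (adjusted p = 0.0228). Other values were -0.52 for Cflar, an inhibitor of Casp8, -0.56 for Tnfrsf1a, -0.08 for Casp8 and -0.11 for Fadd, and none of these passed (adjusted p = 0.344, 0.579, 0.929 and 0.812). The sign turned for Casp8 and Fadd with promoter medians set equal (0.11 and 0.09). That scaling moved the median of all regions from -0.01 to 0.19. Values just below 0 turn with it whatever the gene, so these turns say nothing about Casp8 or Fadd. Zbp1 was near the floor, at 7.0 ± 1.4 and 13.0 ± 4.2. Ripk3 and Mlkl were not analysed here, with 0 linked regions.

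The NuRD complex, a nucleosome remodelling and deacetylase complex, had 13 tested promoter regions and 0 passed. Their median was -0.37 (camera, adjusted p = 0.398), and 2 were lower when adjusted over the list alone. Chd4, its remodelling ATPase, held 39.0 ± 24.0 in mdx and 45.5 ± 12.0 in wild type (log2 fold change -0.34, limma, adjusted p = 0.705), and its sign turned to 0.32 without mdx replicate 1. The promoter of Dmd, which carries the mdx mutation, held 75.0 ± 25.5 in mdx and 39.0 ± 9.9 in wild type, a log2 fold change of 0.91 with SE 0.37, and did not pass (limma, adjusted p = 0.168). Promoter accessibility does not read the mutation, so it does not check the labels. The promoter of Utrn, which encodes the dystrophin homologue utrophin, was at -0.19 (adjusted p = 0.617), and at 0.01 with promoter medians set equal. In the list of the dystrophin-associated complex, 20 regions were tested, and the list as a whole did not pass (camera, adjusted p = 0.69).

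Among satellite cell identity genes, the promoters of Met and Cdh2 passed. Of 40 tested promoter regions of the list, 1 rose, 1 fell and 38 did not pass, and adjusted over the list alone 1 rose and 3 fell. Met, the receptor of hepatocyte growth factor, fell (308.5 ± 61.5 in mdx, 584.5 ± 60.1 in wild type, 1.91-fold, limma, adjusted p = 0.0231). Cdh2, N-cadherin, rose (641.5 ± 7.8 against 380.5 ± 24.7, 1.69-fold, limma, adjusted p = 0.0266), a call that ended with distal medians set equal (log2 fold change 0.75 before and 0.42 after, adjusted p = 0.202). The list as a whole had a median of -0.34 (camera, adjusted p = 0.69). The promoters of Pax7, the transcription factor that marks satellite cells, and of the myogenic factors Myf5 and Myod1 had log2 fold changes of -0.16, 0.02 and -0.26 (limma, adjusted p = 0.778, 0.973 and 0.598). The sign turned for Pax7 with promoter medians set equal (0.04) and for Myf5 with distal medians set equal (-0.32). Both scalings shift all regions about alike, so these turns are not particular to Pax7 or Myf5. Calcr, the calcitonin receptor of quiescent cells, was at -0.77, Spry1 at -0.49 and Notch1 at -0.43, and none passed (adjusted p = 0.0667, 0.204 and 0.501). Calcr passed as lower with scaling by totals (adjusted p = 0.0426), a mean value of at least 50 (0.0228), trimmed means (0.0495), crossed pairing (0.00378) and distal medians set equal (-1.10, adjusted p = 0.00689). Spry1 passed as lower with distal medians set equal (-0.82, adjusted p = 0.0351).

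In the list of early activation and stress response genes, 34 promoter regions were tested. The promoter of Jun, a subunit of the AP-1 transcription factor, fell 1.48-fold, from 2677.0 ± 332.3 in wild type to 1810.5 ± 171.8 in mdx (limma, adjusted p = 0.0356). After cyclic loess its log2 fold change went from -0.56 to -0.14 and the call ended (adjusted p = 0.379), as it did with no filter on low values (0.0611). Its partner Fos was at -0.64 (351.0 ± 55.2 against 545.5 ± 20.5) and did not pass (limma, adjusted p = 0.0612), though it did in 6 alternatives, among them voom (0.0308). Adjusted over the list alone, 12 members were lower and 0 higher. The list's median was -0.39 against the background of -0.26 (camera, adjusted p = 0.115), and it lay 0.07 above the background after cyclic loess. The list passed as lower in voom on the recovered reads (camera, adjusted p = 0.0395). With the reported settings and an estimated correlation its adjusted p was 0.898 (camera). Housekeeping promoters lay at -0.38 with 0 of 16 passing (camera, adjusted p = 0.247), and 1 was lower when adjusted over the list alone.

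Of the 16 lists, 2 lay above the background of named promoters in camera with the preset correlation. The first was the list of markers of fibro-adipogenic progenitors, the connective tissue cells of muscle. Its 9 tested promoter regions had a median of 0.02 (camera, adjusted p = 0.00751). With an estimated correlation its adjusted p was 0.777 (camera), although that estimate, -0.071, lay below the preset 0.01. A higher correlation among the members therefore does not account for the larger p. Over all regions 0 members passed, and 2 were higher when adjusted over the list alone. Osr1 held 94.0 ± 8.5 in mdx and 41.5 ± 6.4 in wild type (1.17), the Col1a2 promoter 130.0 ± 9.9 and 70.5 ± 2.1 (0.87), Col3a1 77.0 ± 1.4 and 49.0 ± 9.9 (0.66) and Col1a1 34.5 ± 3.5 and 29.5 ± 2.1 (0.22), with log2 fold changes in parentheses. Osr1 passed with the replicate block (limma, adjusted p = 0.0355) and in 6 other alternatives that kept all libraries, and the Col1a2 promoter with promoter medians set equal (0.0425) and with crossed pairing (0.0183). The sign of Col1a1 turned with distal medians set equal (-0.12), a scaling that lowers all regions about alike. The sort selected satellite cells.

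The second was the list of interferon response genes, with 35 tested promoter regions (camera, adjusted p = 0.0352, but adjusted p = 0.777 with an estimated correlation). Its median was -0.02, a negative value that lay above the background. Over all regions, or adjusted over the list alone, 0 members passed. The members nearest to passing were Gbp2, a guanylate binding protein (122.0 ± 18.4 against 73.0 ± 11.3, log2 fold change 0.73), Usp18 (0.57), the antiviral gene Mx2 (0.41) and the transcription factor Irf7 (1.15, at 18.0 ± 5.7 against 7.5 ± 2.1). Adding the replicate number as a block ended the call (adjusted p = 0.098), as did cyclic loess (0.158) and setting promoter medians equal (0.123), which also ended that of the fibro-adipogenic list (0.15 and 0.0658). Over all alternatives tested with camera the adjusted p ran from 0.0057 to 0.777 for the interferon list and from 0.000383 to 0.777 for the fibro-adipogenic list.

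None of the other lists passed camera with the settings of the reported fit. In the myogenic commitment and contraction list, 14 regions were tested and 1 rose: the promoter of Casq1, the calcium-binding protein of the sarcoplasmic reticulum, was 2.95-fold higher (83.5 ± 19.1 against 27.5 ± 4.9, limma, adjusted p = 0.0344, and 0.053 with no filter on low values). Adjusted over the list alone, 1 member rose and 1 fell (camera, adjusted p = 0.115). This list passed as higher with all linked regions as members (camera, adjusted p = 0.00045) and with a promoter window of 2.5 kb (0.000739). With the reported settings and an estimated correlation its adjusted p was 0.777 (camera). Leaving out libraries, its median lay 0.16 to 0.31 above the background. Cdkn1a, a cell cycle inhibitor read at a region inside the gene, was at -0.27 (adjusted p = 0.714). In the cell cycle list, 1 of 28 regions fell: the promoter of Ccne1, cyclin E1, was 1.82-fold lower (274.5 ± 34.6 against 505.0 ± 118.8, limma, adjusted p = 0.0378, and 0.0587 with no filter). Adjusted over that list alone, 1 was higher and 3 were lower (camera, adjusted p = 0.69). In the extracellular matrix and TGF-beta list, 1 of 29 fell: the promoter of Tgfbr1, a TGF-beta receptor, was 1.66-fold lower (346.5 ± 36.1 against 576.0 ± 87.7, limma, adjusted p = 0.044), and it alone passed over the list (camera, adjusted p = 0.295). Its call ended after cyclic loess (0.0533), with promoter medians set equal (0.0622), with no filter (0.0631) and with a pseudocount of 0.1 (0.0554). The list passed, unlike this member as higher than the background, with all linked regions as members (0.12 above it, camera, adjusted p = 0.0341). With the reported settings and an estimated correlation the list's adjusted p was 0.898 (camera). Its median lay 0.02 to 0.15 above the background when libraries were left out. In the inflammatory and NF-kB list 0 of 26 passed, with 2 higher and 3 lower adjusted over the list alone (camera, adjusted p = 0.398).

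Markers of further cell types did not pass. Endothelial markers had 5 tested regions at a median of -0.46, with 1 lower adjusted over the list alone (camera, adjusted p = 0.962, the test pointing up while the median lay below the background). Schwann cell and neural markers had 5 regions at -0.46 (adjusted p = 0.853) and smooth muscle and pericyte markers 8 regions at -0.22 (adjusted p = 0.69), with 0 passing over the list alone in either. Macrophage and leukocyte markers had 0 tested promoter regions. With an estimated correlation the adjusted p was 0.777 or 0.898 in all 15 lists with a test, also where the estimate lay below the preset 0.01. This version hardly told the lists apart, so it decides nothing for or against any of them. In fry, which asks whether a list's own members move on balance, the adjusted p was 0.219 to 0.951.

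Changed regions lay on 21 of the 22 chromosomes of the table, and 0 of the 9 regions of the mitochondrial genome passed (limma). After cyclic loess, with the replicate block, with crossed pairing and in voom all 9 passed, which made the odds ratio infinite. The adjusted p was 6.47e-10, 4.18e-09, 1.95e-06 and 2.26e-10 (Fisher's exact test). With promoter medians set equal the odds ratio was 31.59 (Fisher's exact test, adjusted p = 3.55e-05). The median log2 fold change of the 9 regions in the reported fit was 0.45, higher in mdx. On chromosome X, 17 of 962 regions changed, 1.77%, fewer than elsewhere (odds ratio 0.40, Fisher's exact test, two-sided, adjusted p = 0.000835). On chromosome 12, 84 of 1423 changed, 5.90%, more than elsewhere (odds ratio 1.47, adjusted p = 0.0196). The other chromosomes did not pass, the nearest being chromosome 14 (adjusted p = 0.0723). The call for chromosome X ended with distal medians set equal (odds ratio 1.04, adjusted p = 0.78), and that for chromosome 12 with a mean value of at least 50 (1.32, adjusted p = 0.0528).

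On chromosome 4, regions around Cdkn2a and Cdkn2b, which encode inhibitors of the cell cycle, were singled out after their values were seen. Between 88928533 and 89098623, 6 intergenic regions rose, the highest of them from 5.0 ± 1.4 to 229.5 ± 53.0 (log2 fold change 5.27, limma, adjusted p = 9.87e-05). The genes nearest to these 6 regions were Ifne and Mtap. The Mtap promoter, which lies between them and Cdkn2a, was at -0.09 and did not pass (limma, adjusted p = 0.819). The promoter of Cdkn2a held 331.0 ± 58.0 in mdx and 183.0 ± 69.3 in wild type and that of Cdkn2b 481.5 ± 30.4 and 353.0 ± 63.6, and neither passed (limma, adjusted p = 0.0719 and 0.167). A region inside Cdkn2a by RefSeq position, from 89282022 to 89282455, rose from 43.0 ± 17.0 to 271.0 ± 19.8 (limma, adjusted p = 0.00216).

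**Figure D3:**
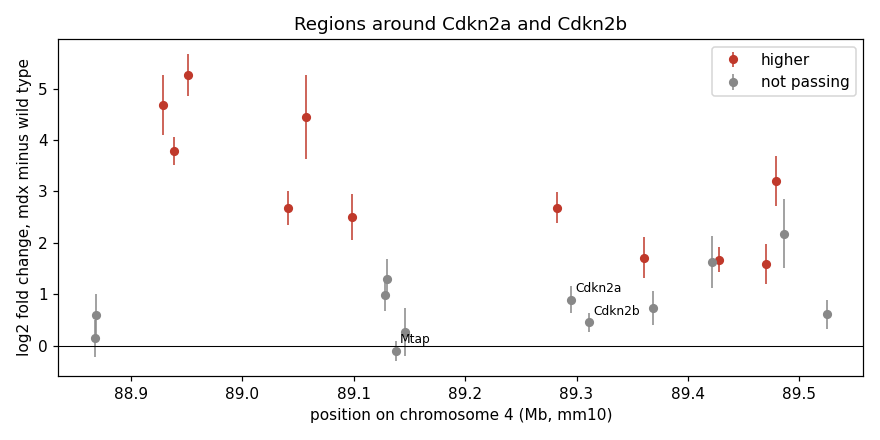
Log2 fold change, mdx minus wild type (vertical axis), of each tested region around Cdkn2a and Cdkn2b by position on chromosome 4 (horizontal axis, Mb), with bars of 1 standard error, red where the region rose and grey where it did not pass. The highest point, at 5.27, lies in the stretch of 6 regions that rose, and the Mtap promoter sits at -0.09.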

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

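Chosen after seeing the data were trimmed mean of M-values scaling, promoter medians set equal, distal medians set equal, voom on the recovered reads, crossed pairing and the removal of mitochondrial regions. The 1387 changed regions had the same sign in each alternative that tested them all, but the number that passed moved. Regions that rose and fell (1095 and 292) numbered 1704 and 541 after cyclic loess, 1821 and 159 with promoter medians equal, 666 and 121 with no filter on low values, and 2333 and 1039 at an adjusted p under 0.10. Those that fell also numbered 511 with scaling by totals, 494 with trimmed means, 3465 with distal medians equal, 725 with a mean of at least 50, 190 with a pseudocount of 0.1, 485 with a pseudocount of 5, 448 in voom and 169 with an absolute log2 fold change over 1. Genes with a higher or lower promoter (78 and 195) numbered 152 and 319 after loess, 149 and 107 with promoter medians equal, 48 and 81 without a filter, 119 and 319 in voom, and 157 and 693 at the looser threshold. Lower ones numbered 358 by totals, 333 with trimmed means, 2399 with distal medians equal, 570 at the higher mean, 129 and 308 with pseudocounts of 0.1 and 5, and 85 with the fold limit. The cause of these shifts was not tested.

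Leaving out each library in turn kept the sign of all 1387 changed regions. Their groups did not overlap, so leaving out a library could not turn a sign. The median log2 fold change ran from -0.33 to -0.17 at promoters and from 0.13 to 0.27 at distal regions. Leaving out a library leaves 1 library in a group, which is assumed to vary like the other group, and fewer degrees of freedom. Calls of regions, genes and lists from these fits therefore decide nothing. The other 2 of the 3 splits of the 4 libraries gave 0 changed regions each in limma (146 and 233 at an unadjusted p under 0.05), against 1387. These are too few splits for a share under 0.05. Each also puts 1 mdx and 1 wild type library in each group, so the difference between mdx and wild type counts as spread within groups. Few calls are then built in, and the splits decide nothing. With a replicate block the counts were 2108 and 653 regions and 135 and 404 genes, and among the lists only the interferon call ended. Same-numbered libraries deviated with a correlation of -0.109, and 2 pairs do not establish pairing. Crossed pairing gave 3394 and 2067 regions and 246 and 1492 genes.

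The odds ratios of the promoter share kept their direction and passed in every alternative with calls, from 0.091 to 0.185 for regions that rose and from 1.89 to 5.163 for those that fell. The chromosomes that passed (2) numbered 4 with trimmed means, 5 after loess, with the replicate block or in voom, 6 with crossed pairing, and 1 with distal medians equal, at the higher mean or on autosomes. The mean correlation within groups was 0.956 with a pseudocount of 5, against 0.94.

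The lists that passed (2) numbered 0 after loess or with promoter medians equal, 1 at the higher mean, with the replicate block, with crossed pairing or with a 200 bp window, 3 in voom, where early activation was added (camera, adjusted p = 0.0395), 3 with a 2.5 kb window, where myogenic commitment was added (0.000739), and 4 with all linked regions as members, where myogenic commitment (0.00045) and extracellular matrix (0.0341) were added. Fits without 1 of the 4 libraries leave 1 library in a group and were not used to count lists. The fibro-adipogenic list, 0.28 above the background, did not pass after loess (0.27) or, at 0.28, with promoter medians equal or an estimated correlation. It passed at 1.01 above the background at the higher mean (camera, adjusted p = 0.000453). The interferon list, at 0.24, did not pass after loess (0.19), at the higher mean (0.15), in the 200 bp window (0.22) or, at 0.24, with promoter medians equal, the replicate block, crossed pairing or an estimated correlation. Fry, which asks whether members change on balance and not how they compare with the background, gave an adjusted p of 0.219 and 0.951 for these lists. Leaving out libraries, their medians lay 0.21 to 0.64 and 0.19 to 0.32 above the background. The median of the necroptosis list, 0.01 above the background, turned to -0.03 after loess and in the 200 bp window, -0.01 in voom, 0 at the higher mean, and -0.16 to 0 leaving out libraries. Other medians that turned were those of the dystrophin-associated complex (-0.02 on autosomes, -0.12 to 0.20 leaving out libraries), early activation (0.07 after loess), extracellular matrix (-0.06 after loess), endothelial markers (0.03 at the higher mean and with all linked regions, 0.05 in the 200 bp window, -0.70 to 0.31 leaving out libraries), Schwann cell markers (-0.34 to 0.19) and smooth muscle markers (-0.07 after loess, -0.10 at the higher mean, -0.14 to 0.21).

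Over the named regions, alternatives that kept all libraries ended 11 calls in 6 regions and added 23 in 6 regions, and 679 values kept both their sign and their side of the threshold. The calls that ended were those of Jun, Tgfbr1, Ccne1, Casq1, Cdh2 and F830016B08Rik, and those added were of Ripk1, Spry1, Calcr, Fos, Osr1 and the Col1a2 promoter. Those that turned had not passed: Casp8 (0.11 with promoter medians equal, -0.31 to 0.14 leaving out libraries), Fadd (0.09, -0.23 to 0.02), Utrn (0.01), Pax7 (0.04, -0.36 to 0.05), Myf5 (0 by totals, -0.32 with distal medians equal, -0.16 to 0.19), Col1a1 (-0.12 with distal medians equal), Tnfrsf1a (-1.21 to 0.09), Chd4 (-0.99 to 0.32) and Myod1 (-0.59 to 0.06). The turns with promoter or distal medians equal follow from a shift of all regions. The GC corrections, with and without the block, and the motif alternatives need a genome sequence and were not run. The count test with its own size factors was not run either. Scaled values do not suit it, and on the recovered reads only voom was used. The median standard error of the log2 fold change was 0.653 in the lowest decile of mean value, where 29 regions passed, and 0.183 in the highest, where 141 passed. How far depth, the number of libraries or the spread between them sets the number of calls was not tested.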

Other observations

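Under the same rule of size, the highest region without a gene in the deposited annotation was 24.8-fold higher in mdx, and the highest with a gene name 6.62-fold. The 3023 regions of the table with a gene but no gene name were in neither ranking. The regions named in this part, and all tests in it other than the share below 0 and the marker count, were chosen after the values were seen. A region inside Nrxn3, a neuronal adhesion gene by RefSeq position, on chromosome 12 from 89811954 to 89812558, held 546.5 ± 87.0 scaled reads in mdx and 33.5 ± 21.9 in wild type (SD, n = 2 per group), 17.7-fold higher (limma, adjusted p = 0.000441). Its log2 fold change of 4.14 was 3.44 without wild type replicate 1 and 4.84 without wild type replicate 2. A region inside Adgrl3, a latrophilin gene, rose 12.3-fold (limma, adjusted p = 0.000529). A region on chromosome 4 from 64699934 to 64700429, with Pappa as its nearest gene, 423745 bp away, rose 24.8-fold, from 12.5 ± 2.1 to 332.0 ± 7.1 (limma, adjusted p = 7.48e-05). Another region with Pappa as its nearest gene, 528551 bp away, rose 11.4-fold, and a region nearest to Ifne, an interferon gene, 13.8-fold. The region nearest to Ifne is 1 of the 6 that rose on chromosome 4 between 88928533 and 89098623. The lowest such regions were nearest to 9530057J20Rik (3.33-fold lower), Emc2 (3.23-fold) and Gsdmc (3.11-fold), inside Kank1 (2.98-fold), and nearest to Odc1 (2.92-fold).

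Promoter regions were lower and distal regions higher in mdx. A trend of the fold change with mean level would remove the difference among regions of equal level, yet promoters lay below distal regions in 10 of 10 deciles of mean level, by -0.33 at the least. Background reads spread evenly over the genome would move both classes alike at equal signal per base, yet the smallest difference over deciles of mean value per base was -0.29. A lower quality of single libraries stays open: the promoter share of nuclear reads differed by up to 4.46 percentage points within a group, against 3.88 between the nearest mdx and wild type libraries and 7.64 between the group means, so this and a difference between the genotypes cannot be told apart. GC content, which differs between promoters and distal regions and could act in the same way, was not tested.

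Regions that rose in mdx lay near one another, most visibly on chromosome 4. There 6 rose between 88928533 and 89098623, nearest to Ifne and Mtap, and 5 between 89282022 and 89479154, around Cdkn2a and Cdkn2b. The 4 regions between these stretches, at 1.30, 0.995, 0.26 and -0.09, did not pass. Chance placement is argued against by 202 neighbouring pairs under 100 kb apart, where 1000 draws within chromosome and class gave at most 126, and regions that fell also lay near one another, with 19 such pairs against at most 15. In 38 stretches of at least 3 such regions, a gain of equal size over the whole stretch is argued against by 16 stretches in which 2 regions differed by over 3 standard errors, where draws with an equal shift gave at most 4. An uneven gain in copy number, or a strain haplotype, stays open and the test run for it decides nothing: 1.2% of the 163 regions in the stretches had a fold change below 0, but 134 of them had been picked as higher. Cells of another type may also contribute, and the test does not decide. In it, 1 marker gene of the 5 lists of other cell types (Col1a2) lay within 100 kb, where the median of the draws was 1. The bound set beforehand, at or below that median, therefore could not exclude such cells. The count covered only 102 placed marker genes. Stretches also held the collagen genes Col8a1 and Col12a1, and others were nearest to Fn1, Postn or Tnc, none of which entered the count. Many stretches lay at other genes, and whether matrix genes are over-represented there was not tested.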
